# Uncovering the regeneration strategies of zebrafish organs: a comprehensive systems biology study on heart, cerebellum, fin, and retina regeneration

**DOI:** 10.1186/s12918-018-0544-3

**Published:** 2018-03-19

**Authors:** Fang-Yu Liu, Te-Cheng Hsu, Patrick Choong, Min-Hsuan Lin, Yung-Jen Chuang, Bor-Sen Chen, Che Lin

**Keywords:** System biology, Zebrafish, Regeneration, Heart, Fin, Retina, Cerebellum, PPI (protein-protein interactions)

## Abstract

**Background:**

Regeneration is an important biological process for the restoration of organ mass, structure, and function after damage, and involves complex bio-physiological mechanisms including cell differentiation and immune responses. We constructed four regenerative protein-protein interaction (PPI) networks using dynamic models and AIC (Akaike’s Information Criterion), based on time-course microarray data from the regeneration of four *zebrafish* organs: heart, cerebellum, fin, and retina. We extracted core and organ-specific proteins, and proposed a recalled-blastema-like formation model to uncover regeneration strategies in *zebrafish*.

**Results:**

It was observed that the core proteins were involved in TGF-β signaling for each step in the recalled-blastema-like formation model and TGF-β signaling may be vital for regeneration. Integrins, FGF, and PDGF accelerate hemostasis during heart injury, while Bdnf shields retinal neurons from secondary damage and augments survival during the injury response. Wnt signaling mediates the growth and differentiation of cerebellum and fin neural stem cells, potentially providing a signal to trigger differentiation.

**Conclusion:**

Through our analysis of all four *zebrafish* regenerative PPI networks, we provide insights that uncover the underlying strategies of *zebrafish* organ regeneration.

## Background

Regeneration processes orchestrate various bio-physiological mechanisms for wound healing such as the immune response, cell proliferation, and differentiation. In mammals, the regenerative capacity of organs, such as the central nervous system (CNS, including cerebellum and cordial spinal), peripheral nervous system (PNS), heart, and limbs, is generally limited. This makes it difficult for mammals to recover from damages, such as heart defects and traumatic cerebellum injuries. Understanding the cellular and molecular mechanisms behind the regenerative abilities of these organs may bring about great improvements in regenerative medicine. Therefore, three broad questions for investigating regenerative mechanisms were proposed: (i) what is the vital signal needed to carry out a regenerative response drive, (ii) what triggers the production of this signal, and (iii) how are the differentiated tissue cells patterned into the correct structures [1]? Since various bio-physiological processes are conducted in the regeneration process, it is reasonable to assume that there exists some common, vital signal needed to carry out a regenerative response drive in the regeneration of different organs. Consequently, it is important that studies compare the regeneration of different organs to answer these questions.

Recently, the main focus of regenerative research has been on identifying the source of cell proliferation for repairing lost tissue. In cerebellum regeneration, there are neural stem cells niches along the whole rostro-caudal cerebellum axis that support cerebellum injury repair [2, 3]. In retina regeneration, Müller glia de-differentiate and re-enter the cell cycle to produce to regenerate retinal neuron including progenitor cells, which act as the source of photoreceptor cells [4]. The majority of the regenerating myocardium is believed to derive from resident Cmlc2 cardiomyocytes [5]. These regeneration processes control similar biological functions, including assembling resident cells to act as the primary source of organ regeneration. This seems to indicate that a common regenerative mechanism may exist throughout different organs and tissues [1].

While several animal models have been proposed for investigation into the underlying mechanism of such organ regeneration, *zebrafish* are one of the more attractive candidates due to their strong regenerative ability. Specifically, *zebrafish* are capable of regenerating a wide range of organs including heart, fins, CNS, jaw, (lateral-line) hair cells, pancreas, liver, and kidneys [6]. In addition to their strong regenerative ability, *zebrafish* have also been considered a practical model organism due to the similarity of their genome to that of humans, their high reproductive rates, and low maintenance costs.

In this study, we attempted to integrate existing research to investigate the mechanism underlying the regeneration of different organs through a comprehensive systems biology approach focused on *zebrafish* heart, cerebellum, fin, and retina. Systems biology theories and approaches, such as protein-protein interaction (PPI) network construction and dynamic modeling, are useful for investigation into such common regenerative mechanisms. In the present study, we constructed candidate PPI networks using microarray data from the regeneration experiments of four *zebrafish* organs including heart, cerebellum, fin, and retina. Next, we used dynamic modeling and model order selection techniques to identify protein interaction ability to augment the PPIs. We integrated these data and techniques to construct four refined PPI networks for the regeneration of all four *zebrafish* organs. By comparing the four regenerative networks, we identified both core (common) and organ-specific proteins, which are useful in the elucidation of the common and organ-specific regeneration mechanisms of the *zebrafish*. With the help of integrated online tools, we conducted further pathway analysis to identify the key proteins and functional modules involved in the *zebrafish* regeneration process. To analyze the roles of significant proteins in the regeneration process and to investigate the underlying mechanisms of regeneration, we proposed a recalled-blastema-like formation model for further study. We hope that this work will assist in uncovering the regeneration strategies of *zebrafish* and provide a foundation for human regenerative medicine.

## Results

### Construction of zebrafish regenerative PPI networks

To construct a regenerative PPI network, two steps are required: (i) Data selection, preprocessing and candidate network construction; and (ii) identification of PPI parameters and false positive PPI pruning using Akaike’s Information Criterion (AIC) [7]. A flowchart of the network construction process is depicted in Fig. 1.

**Fig. 1:**
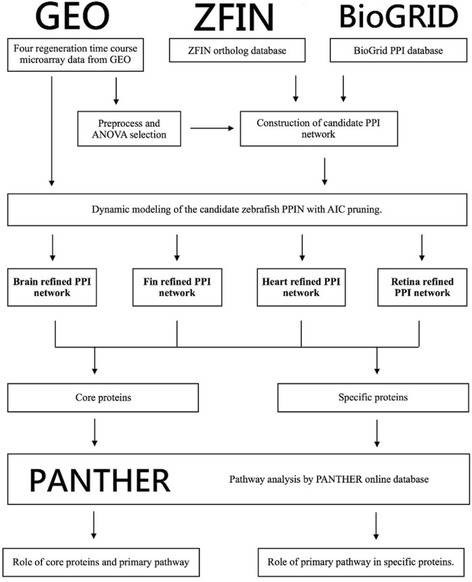
Flow chart of PPI network design and analysis approaches. This study used online datasets including the GEO online datasets, ZFIN ortholog database, BioGRID PPI database, and PANTHER protein classification system. Microarray data from four organ regeneration experiments including heart, cerebellum, fin, and retina, were used with high-throughput data and integrated dataset preprocessing to construct candidate PPI networks. Next, regression dynamic models were applied to derive the interaction abilities in each PPI, using the Akaike’s Information Criterion method to prune false-positive PPIs. Finally, dynamic PPI networks were refined for the four organ regeneration processes. Subsequent analysis of the intersection set (the core PPI network) and relative complement sets (the organ-specific proteins) to investigate the regeneration strategy for both the core PPI network and organ-specific proteins was conducted using PANTHER

In the first step, a candidate intracellular PPI network is obtained by collecting all intracellular protein interactions in *zebrafish*. The heart, cerebellum, fin, and retina time course microarray data sets were from Gene and Expression Omnibus (GEO) database of National Center of Biotechnology Information (NCBI) with accession number GSE56375 for cerebellum [8] with time points 0, 0.25, 1, and 3 days-post-injury (dpi), GSE37165 for fin [9] with time points 0, 0.5, 1, and 2 dpi, and GSE3303 for retina [8, 10] with time points 0, 2, 3, and 5 dpi. The heart microarray for time points 0, 0.25, 1, and 3 dpi was submitted to GEO with accession number GSE72348. 

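The heart data are one-color (Cy3) Agilent oligonucleotide arrays hybridized with cRNA made from ventricle RNA. The labels give 9 arrays, 1 for each time point. They call the array of 0 dpi a control, though its source name also reads resection-injured. It was taken here as uninjured hearts. The 4 arrays of 0, 0.25, 1 and 3 dpi are those used to construct the PPI network, and 5 further arrays cover 6 to 28 dpi. The Methods give 10 hearts and 2 biological repeats per time point, whereas the labels give 1 array per time point, so the spread between biological repeats could not be computed and differences between time points have no replicate check. The Methods name Trizol for RNA extraction and the labels name a column kit. Each array holds 43803 spots of gene probes, which are 43603 different probes. The authors deposited the scanner output of Agilent's Feature Extraction software, with a spot intensity from which the background was subtracted within the array. The signal was well above background for 87.2% of the spots at 0 dpi, 87.0% at 0.25 dpi, 89.7% at 1 dpi and 88.4% at 3 dpi, and for between 86.4% and 93.5% over all 9 arrays. The arrays lie on 3 slides in the order of the time points: the first slide holds 0, 0.25 and 1 dpi, the second 3, 6, 10 and 15 dpi, and the third 21 and 28 dpi. Between spots of a probe printed 5 times on an array, the median SD was between 0.058 and 0.095 on the log2 scale. The SD of a log2 difference between 2 arrays that follows from the root mean square SD between spots is 0.25, which covers technical error within arrays only. A gene was represented by its brightest probe, and 14495 genes could be named. Where a probe was not well above background at one of the time points compared, its difference is a bound, set against the higher of its own signal and the lowest signal well above background on that array.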

The detailed protocol is provided in the Materials and Methods section. The cerebellum microarray data set was presented in a previous work from our group [8]. Handling of the animal model was approved by the Institutional Animal Care and Use Committee of National Tsing Hua University (IRB Approval No. 09808). For GSE56375 and GSE72348, 75-th percentile normalization was applied to both datasets. 

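Before scaling, the 75th percentile of the background-subtracted intensity was 524 at 0 dpi, 519.9 at 0.25 dpi, 880.1 at 1 dpi and 1196 at 3 dpi. The values deposited for the whole series differed from the scanner values by less than 0.5% on every array and were not scaled between arrays, so the 75th percentile scaling was repeated from the scanner values, over all gene probes, and log2 was taken. Without scaling, the median log2 difference from 0 dpi over all genes was 0.03 at 0.25 dpi, 0.77 at 1 dpi and 1.18 at 3 dpi. After scaling it was 0.04, 0.03 and -0.01. Leaving out the scaling adds the same constant to every gene of an array, -0.01, 0.75 and 1.19 log2 units at these time points, and says nothing about a single gene. Scaling to the 50th percentile left median differences of 0.10, 0.16 and 0.17 at the same time points.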

For GSE37165, GCRMA normalization was conducted. For GSE3303 all data were normalized and scaled by the Gene Chip Operating System software (version 1.3). One-way analysis of variance (ANOVA) was used to select differentially expressed genes with a *p*-value below 0.05 after Bonferroni correction [11, 12]. As a result, 26,568, 25,116, 7769 and 7630 proteins were obtained as the protein pools for the heart, cerebellum, fin, and retina regeneration processes, respectively.

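With 1 array per time point a one-way ANOVA over time points has no residual, so the selection of the heart protein pool could not be repeated as described. In its place, limma was fitted to the scaled log2 values of the 41584 probes that were well above background on at least 1 array. A natural cubic spline over the 9 arrays of 0 to 28 dpi, which leaves 5 residual degrees of freedom, gave 0 probes with a Benjamini-Hochberg adjusted p under 0.05, 0 after Bonferroni correction and 5657 with an unadjusted p under 0.05. Correcting the background with normexp moved the adjusted count most, to 16 probes, and without the array of 0 dpi it was 15. A straight line over the 4 arrays of 0 to 3 dpi, with 2 residual degrees of freedom, gave 0 probes after either correction and 4195 at an unadjusted p under 0.05. In simulated data with the same number of probes, the changes ran one way, along a straight line in log2 of 1 plus the day. The spline called 24% of the probes that changed by 2 log2 units and 93% of those that changed by 4. The straight-line fit called 0% and 82.5%. Both called 0% of the probes that changed by 1. Changes that rise and fall again were not simulated, so these shares do not cover them. As a description by size, without a test, 928 genes were at least 2-fold higher and 957 at least 2-fold lower at 0.25 dpi than at 0 dpi. At 1 dpi the numbers were 1307 higher and 1045 lower, and at 3 dpi 1075 higher and 1283 lower. With no scaling 8616 genes were higher and 391 lower at 3 dpi. With 50th percentile scaling the share of higher genes among those called was 60.7% at 3 dpi in place of 45.6%, and 65.5% at 1 dpi in place of 55.6%. The largest rises were in mmp13a (log2 difference 7.71) and mmp9 (7.04) at 0.25 dpi and in nppal at 1 dpi (6.58) and at 3 dpi (5.70). Among genes well above background on both arrays compared, the largest falls were in apoa2 at 0.25 dpi (-13.33) and at 1 dpi (-13.68) and in ucp1 at 3 dpi (-12.77). Transcripts of liver genes such as these were high on the array of 0 dpi, and 345 genes were at least 2-fold lower on all 8 other arrays than at 0 dpi. These were 36.1% of the lower genes at 0.25 dpi, 33.0% at 1 dpi and 26.9% at 3 dpi.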

Next, we examined potential interactions of *zebrafish* proteins in the selected protein pools using available PPI information. Since there were no existing *zebrafish* PPIs, human PPIs and ortholog information were used to obtain the candidate PPI network for *zebrafish* [13]. The human PPI data were extracted from Biological General Repository for Interaction Datasets (BioGRID, http://thebiogrid.org) while the ortholog data of *zebrafish* and *Homo sapiens* genes were extracted from the Zebrafish Model Organism Database (ZFIN, http://zfin.org) [13, 14]. The resulting candidate PPI networks of four *zebrafish* organs contained 3567 proteins and 7571 PPIs for heart, 3491 proteins and 6801 PPIs for cerebellum, 2075 proteins and 2635 PPIs for fin, as well as 2013 proteins and 2359 PPIs for retina, respectively. Since the candidate PPI network does not represent the actual intracellular protein interactions during the *zebrafish* regeneration process, further validation and pruning of the PPI network are necessary. The following dynamic model is used to describe intracellular protein interactions [15–18]:

1 $$ {x}_i\left[t+1\right]={x}_i\left[t\right]+{\sum}_{j=1}^{N_i}{a}_{ij}{x}_j\left[t\right]-{\lambda}_i{x}_i\left[t\right]+{k}_i+{\varepsilon}_i\left[t\right] $$

where *x*_*i*_[*t*] represents the protein expression level for the *i*-th *zebrafish* protein at time t, *N*_*i*_ represents corresponding number of PPIs for the *i*-th target protein, *λ*_*i*_ is the degradation effect for the *i*-th target protein, *x*_*j*_[*t*] denotes the protein expression level for the j-th *zebrafish* protein that can potentially interact with the *i*-th target protein, and *a*_*ij*_ denotes the corresponding interaction ability between the two proteins. The basal level is denoted by *k*_*i*_, and the stochastic noise due to model uncertainty or fluctuations in the microarray data is represented by *ε*_*i*_[*t*].

The interaction ability of a PPI network can be determined with the help of time-course microarray data. Although mRNA expression levels do not represent protein levels exactly but were shown to be positively correlated to protein levels [19, 20]. To identify the interaction ability, we first rewrite the dynamic eq. (1) into the following linear regression form:

2 $$ {\displaystyle \begin{array}{c}{\mathrm{x}}_{\mathrm{i}}\left[\mathrm{t}+1\right]=\left[\ {\mathrm{x}}_1\left[\mathrm{t}\right]\kern0.75em {\mathrm{x}}_2\left[\mathrm{t}\right]\kern0.5em \cdots \kern0.5em {\mathrm{x}}_{{\mathrm{N}}_{\mathrm{i}}}\left[\mathrm{t}\right]\kern0.75em {\mathrm{x}}_{\mathrm{i}}\left[\mathrm{t}\right]\kern0.75em 1\ \right]\left[\begin{array}{c}{\mathrm{a}}_{\mathrm{i}1}\\ {}{\mathrm{a}}_{\mathrm{i}2}\\ {}\vdots \\ {}{\mathrm{a}}_{{\mathrm{i}\mathrm{N}}_{\mathrm{i}}}\\ {}1-{\uplambda}_{\mathrm{i}}\\ {}{\mathrm{k}}_{\mathrm{i}}\end{array}\right]+{\upvarepsilon}_{\mathrm{i}}\left[\mathrm{t}\right]\\ {}={\upphi}_{\mathrm{i}}\left[\mathrm{t}\right]{\uptheta}_{\mathrm{i}}+{\upvarepsilon}_{\mathrm{i}}\left[\mathrm{t}\right]\end{array}} $$

where ϕ_i_[t] denotes the regression vector and θ_i_ denotes corresponding estimated parameter vector for the *i*-th target protein. We also interpolate additional time points within the microarray data by cubic spline method to avoid over-fitting. Equation (2) for different time points are listed as follows:

3 $$ {\displaystyle \begin{array}{c}{\mathrm{x}}_{\mathrm{i}}\left[{\mathrm{t}}_2\right]={\upphi}_{\mathrm{i}}\left[{\mathrm{t}}_1\right]{\uptheta}_{\mathrm{i}}+{\upvarepsilon}_{\mathrm{i}}\left[{\mathrm{t}}_1\right]\\ {}{\mathrm{x}}_{\mathrm{i}}\left[{\mathrm{t}}_3\right]={\upphi}_{\mathrm{i}}\left[{\mathrm{t}}_2\right]{\uptheta}_{\mathrm{i}}+{\upvarepsilon}_{\mathrm{i}}\left[{\mathrm{t}}_2\right]\\ {}\vdots \\ {}{\mathrm{x}}_{\mathrm{i}}\left[{\mathrm{t}}_{{\mathrm{M}}_{\mathrm{i}}}\right]={\upphi}_{\mathrm{i}}\left[{\mathrm{t}}_{{\mathrm{M}}_{\mathrm{i}}-1}\right]{\uptheta}_{\mathrm{i}}+{\upvarepsilon}_{\mathrm{i}}\left[{\mathrm{t}}_{{\mathrm{M}}_{\mathrm{i}}-1}\right]\end{array}} $$

where M_i_ denotes the number of time points after interpolating. Next, we rearrange eq. (3) as the following linear regression form:

4 $$ {\mathrm{X}}_{\mathrm{i}}={\Phi}_{\mathrm{i}}{\uptheta}_{\mathrm{i}}+{\mathrm{E}}_{\mathrm{i}} $$

where $$ {\mathrm{X}}_{\mathrm{i}}={\left[\ {\mathrm{x}}_{\mathrm{i}}\left[{\mathrm{t}}_2\right]\kern0.75em {\mathrm{x}}_{\mathrm{i}}\left[{\mathrm{t}}_3\right]\cdots {\mathrm{x}}_{\mathrm{i}}\left[{\mathrm{t}}_{{\mathrm{M}}_{\mathrm{i}}}\right]\kern0.5em \right]}^{\mathrm{t}} $$, $$ {\Phi}_{\mathrm{i}}={\left[\ {\upphi}_{\mathrm{i}}\left[{\mathrm{t}}_1\right]\kern0.75em {\upphi}_{\mathrm{i}}\left[{\mathrm{t}}_2\right]\cdots {\upphi}_{\mathrm{i}}\left[{\mathrm{t}}_{{\mathrm{M}}_{\mathrm{i}}-1}\right]\ \right]}^{\mathrm{T}} $$ and $$ {\mathrm{E}}_{\mathrm{i}}=\Big[\ {\upvarepsilon}_{\mathrm{i}}\left[{\mathrm{t}}_1\right]\kern0.5em {\upvarepsilon}_{\mathrm{i}}\left[{\mathrm{t}}_2\right]\cdots {\upvarepsilon}_{\mathrm{i}}\left[{\mathrm{t}}_{{\mathrm{M}}_{\mathrm{i}}-1}\right] $$]. The parameter θ_i_ can be identified by solving the constrained least-squares minimization problem. Subsequently, Akaike’s information criterion (AIC) is applied to prune false-positive interactions. The formula of AIC is shown as follows:

5 $$ {\mathrm{K}}_{\mathrm{AIC}}\left({\mathrm{N}}_{\mathrm{i}}\right)=\log \left(\frac{1}{{\mathrm{M}}_{\mathrm{i}}}{\left({\mathrm{X}}_{\mathrm{i}}-\widehat{{\mathrm{X}}_{\mathrm{i}}}\right)}^{\mathrm{T}}\left({\mathrm{X}}_{\mathrm{i}}-\widehat{{\mathrm{X}}_{\mathrm{i}}}\right)\right)+\frac{2{\mathrm{N}}_{\mathrm{i}}}{{\mathrm{M}}_{\mathrm{i}}} $$

where M_i_ denotes the number of time points after interpolation, N_i_ denotes the number of identified parameter, $$ \widehat{{\mathrm{X}}_{\mathrm{i}}} $$ denotes the estimated expression level. AIC includes both estimated residual error, $$ \frac{1}{{\mathrm{M}}_{\mathrm{i}}}{\left({\mathrm{X}}_{\mathrm{i}}-\widehat{{\mathrm{X}}_{\mathrm{i}}}\right)}^{\mathrm{T}}\left({\mathrm{X}}_{\mathrm{i}}-\widehat{{\mathrm{X}}_{\mathrm{i}}}\right) $$, and model complexity, $$ \frac{2{\mathrm{N}}_{\mathrm{i}}}{{\mathrm{M}}_{\mathrm{i}}} $$. Value of AIC increases as the number of parameters increases and decreases as the estimated residual error decreases. Nonetheless, increasing number of parameters may decrease estimated residual error. That is, there exists a tradeoff between model complexity and estimation accuracy. We solve for the minimum value of AIC to identify significant interactions through adjusting appropriate model order. By following these procedures, the refined zebrafish regenerative PPI network for heart, cerebellum, fin and retina were thus constructed. This procedure was applied to all four time-course *zebrafish* microarray data, which were obtained from corresponding regenerative experiments for heart, cerebellum, fin, and retina to construct the corresponding refined *zebrafish* regenerative PPI networks. Note that different platforms were used for the microarray data for the regeneration process for different organs. Although interaction identified in our PPI networks can be affected by the different normalization methods utilized by different platforms for our microarray data. However, whether the interaction is ‘present’ between two proteins is not affected by such normalization methods. In this study, we mainly focus on the comparison of regeneration PPI networks constructed for different organs. In our comparison, an interaction was considered to be common to both organ regenerations if this interaction was identified to be ‘present’ in both our constructed PPI networks. As a result, we were able to integrate data from different platforms for the comparison.

### Inspection of the constructed zebrafish regenerative PPI networks for heart, cerebellum, fin, and retina

After AIC model order detection, there were 2161 proteins (nodes) and 4517 PPIs (edges) in the constructed heart regeneration PPI network. The cerebellum regeneration PPI network contained 2074 proteins and 4102 PPIs; the fin regeneration PPI network contained 1085 proteins and 1841 PPIs. Finally, retina regeneration PPI network contained 945 proteins and 1434 PPIs (see S1 for the complete PPI network lists and figures). 

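The 10 heart hub proteins, among them Sumo2, Mycb, Ywhaqb, Hdac1, Sp1, Tgfbr1a, Tat and Vhl, all had a gene with a probe that was well above background on all 9 arrays. The array gives sumo2 a probe that the current annotation names sumo2b. Between the highest and the lowest of the 4 arrays of 0 to 3 dpi, the median range over the 10 genes was 0.77 log2 units, at the 48.4th percentile of 10000 random gene lists of the same size matched on mean expression (15.0th with the mean over the probes of a gene, 83.0th over all 9 arrays). Among these genes tat had the widest range, 1.93, and sumo2b the narrowest, 0.31. The log2 difference of ywhaqb from 0 dpi was 0.85 at 0.25 dpi, 1.25 at 1 dpi and 1.1 at 3 dpi. For mycb it was 0.32, -0.81 and 0.19. The difference of tat was -1.47, -1.93 and -1.39, and it also lay between -1.11 and -1.63 from 6 to 28 dpi. The 2 probes of tat differed widely, the other one falling by 9.16 at 3 dpi, and the array of 0 dpi, against which tat is set, carried high levels of liver transcripts.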

The top ten hub proteins of the four regenerative PPI networks, as ranked by the number of PPIs connecting them, are listed in Table 1 with their corresponding gene ontology (GO) function annotation. Several hub proteins were related to cell proliferation, cell cycle, and angiogenesis. For instance, H2afx, which regulates the G1-to-S-phase transition of the cell cycle, was identified to be a hub protein of the PPI networks of cerebellum, fin, and retina regeneration [21]. Another hub protein identified in all four regenerative PPI networks was Hdac1, which interacts with retinoblastoma tumor-suppressor protein, forming a complex that is key in the control of cell proliferation and differentiation [22]. 

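For hdac1, the brightest of the 3 probes lies on chromosome 19 from 28756549 to 28756608 (Zv8 build). Its log2 difference from 0 dpi was 0.42 at 0.25 dpi, 0.53 at 1 dpi and 0.46 at 3 dpi. The probes of hdac1 did not move together: the lowest difference among them was -1.89, -2.10 and -1.65 at these time points. The mean over the 3 probes was -0.37, -0.35 and -0.25, so the direction for hdac1 depends on the probe. Over 0 to 28 dpi the adjusted p of the brightest probe was 0.783 (limma's moderated F test with Benjamini-Hochberg adjustment).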

Rb1 protein recruits chromatin-modifying enzymes and prevents the transcription of multiple cell cycle genes [23]. It is an inhibitor of the cell cycle and stabilizes constitutive heterochromatin to maintain the overall chromatin structure during regeneration [23]. The identification of these hub proteins partially validates our constructed PPI networks.

**Table 1:** The top 10 hub proteins ranked by number of PPIs (edges) and corresponding GO biological process in the regenerative PPI networks for heart, cerebellum, fin, and retina

Heart			Cerebellum			Fin			Retina		
Symbol	PPIs	Biological process	Symbol	PPIs	Biological process	Symbol	PPIs	Biological process	Symbol	PPIs	Biological process
Ubc	458		Ubc	346		Tp53	56	Apoptosis	Mycb	58	Sequence-specific DNA-binding transcription factor activity
Sumo2	105	Embryo development	Ywhaqb	70	Oxidoreductase activity	Tat	44	Cellular amino acid metabolism	EUr1	35	DNA-templated regulation of transcription
Mycb	90	Sequence-specific DNA binding Transcription factor activity	Tat	59	Cellular amino acid metabolism	Hdac1	40	Inhibition of cell proliferation	Tat	33	Cellular amino acid metabolism
Tp53	68	Apoptosis	Hdac1	55	Inhibition of cell proliferation	Sp1	39	Regulation of transcription from the RNA polymerase II promoter	Hdac1	33	Inhibition of cell proliferation
Ywhaqb	60	Oxidoreductase activity	Tk1	53	DNA biosynthesis	Esr1	35	DNA-templated regulation of Transcription	Src	30	Cell cycle
Hdac1	52	Inhibition of cell proliferation	Ar	48	DNA-templated regulation of transcription	Rb1	31	Regulation of cell cycle	Pou5f1	29	Embryonic pattern specification
Sp1	52	Regulation of transcription from the RNA polymerase II promoter	Smn1	47	Peripheral nervous system neuron Axonogenesis	H2afx	31	Cell cycle	H2afx	25	Cell cycle
Tgfbr1a	49	Protein phosphorylation	Mepce	47		Ywhag1	31	Cerebellum development	Sp1	24	Regulation of transcription from the RNA polymerase II promoter
Tat	49	Cellular amino acid metabolism	Ywhae1	46	Oxidoreductase activity	Smarca4	30	Cardiac muscle cell proliferation	Mdm2	23	Inhibition of apoptosis process
Yhl	49	Regulation of angiogenesis	H2afx	46	Cell cycle	Ncor1	29	Anterior/posterior pattern specification	Ncor1	23	DNA-templated regulation of transcription

The *zebrafish* regenerative PPI networks for heart, cerebellum, fin, and retina capture the differentially expressed proteins and their corresponding PPIs. Hub proteins have numerous PPIs and act as the bridges of the network. Therefore, the functions of these hub proteins may represent the primary characteristics of the PPI network. The GO biological processes of the hub proteins for the four regenerative networks include metabolism, regulation of the cell cycle, cell proliferation, pattern specification, apoptosis, and transcription. Grey shading represents the gene ontology of proteins related to proliferation and cell cycle, including Hadac1, H2afx, and Rb1 for cell cycle regulation and Smarca4 for cardiac muscle cell proliferation. It was observed that the regenerative PPI networks are closely related to cell cycle in the regeneration of all four organs

### Identification of core proteins, core PPI networks, and organ-specific proteins

Further analysis was performed to compare the four constructed regenerative PPI networks as follows: (i) identification of core proteins, which are a set of proteins obtained from overlaps across all four regenerative PPI networks, and (ii) further identification of core PPI networks, which correspond to those PPI networks associated with these core proteins in each organ regeneration network. As a result, 189 core proteins were observed in the four regenerative networks. Since the PPIs may be different in each regenerative network, there are four core PPI networks with the same nodes (core proteins) but different edges (PPIs). The number of edges of the four core PPI networks was 163 for heart, 178 for cerebellum, 176 for fin, and 162 for retina, respectively. The figures and complete lists for core networks are included and illustrated in S2 File and the GO biological processes of the 189 core proteins are recorded in S3 File. Since there might also exist specialized molecular functions during the regeneration process of different organs, organ-specific proteins were identified by taking the relative complement set of each regenerative PPI network with respect to other three PPI networks (see S4 File for a complete list of organ-specific proteins). In other words, an organ-specific protein is a unique protein that only exists in the regenerative PPI network of a particular organ.

### Pathway analysis for core and organ-specific proteins

The primary enriched pathways for core and organ-specific proteins were obtained by applying the online pathway classification tool, PANTHER, to the core and organ-specific proteins of the constructed *zebrafish* regenerative networks for heart, cerebellum, fin, and retina; and are presented in Table 2. The top three enriched pathways are shown in order with their corresponding proteins (see S5 File for complete pathway classification of both the core and organ-specific proteins). The primary pathways of the core proteins included the TGF-β signaling pathway, the gonadotropin releasing hormone receptor pathway, and the angiogenesis pathway. 

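In the heart arrays, the genes of all 10 core proteins of the TGF-β signaling pathway were measured. Their median range over 0, 0.25, 1 and 3 dpi was 0.58 log2 units, while the median of random lists matched on expression was 0.76, which puts the TGF-β list at the 8.53rd percentile. Without scaling the range was 1.32, at the 23.9th percentile, and over all 9 arrays it was 0.61, at the 0.17th percentile; the other alternatives put the list between the 2.33rd and the 17.1st percentile. The 9 genes of the core proteins in the gonadotropin releasing hormone receptor pathway had a median range of 0.38, at the 0.25th percentile, and the 8 genes of the angiogenesis pathway 0.68, at the 31.9th percentile. Several genes belong to more than one of these lists. The percentiles describe these 4 arrays and are not tests.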

TGF-β plays an essential role in many cellular functions, including immunity, cancer, proliferation, and cellular differentiation. Several studies reported that TGF-β proteins were involved in *zebrafish* regenerative processes, including the cardiomyocyte proliferation in heart regeneration, the photoreceptor proliferative response in retinal regeneration, and the regulation of cell adhesion in fin regeneration [24, 25].

**Table 2:** Pathway distribution for core proteins and organ-specific proteins in the regeneration networks of the heart, cerebellum, fin, and retina

	Pathway	Proteins
Core proteins	TGF-β signaling pathway	Smad7, Jun, Mapk1, Mapk3, Map3k7, Smurf2, Smad3a, Skib, Smad2,Spaw
	Gonadotropin releasing hormone receptor pathway	Jun, Mapk1, Napk3, Cdc42, Map3k7, Pou2f1b, Smad3a, Map2k1,Smad2
	Angiogenesis	Crk, Jun, Mapk1, Mapk3, Pak2a, Pak1, Tcf7l2, Map2k1
Heart specific proteins	Gonadotropin releasing hormone receptor pathway	Fstb, Srf, Gata2b, Map2k2a, Pparaa, Prkcz, Bmpr2a, Slc2a1a, Fosb, 1hx2b, Pparg, Sos1, Tcf7, Sdf4
	Integrin signaling pathway	Parvaa, Rras, Map2k2a, Kras, Lamb1a, Rac3a, Tln1, Arl1, Mapk10, Vasp, Lama5, Sos1, Bcar1
	FGF signaling pathway	Ptpn11a, Map2k2a, Akt3a, Kras, Ppp2r2bb, Prkcz, Rac3a, Mapk10, Sos1, Fgf13b, Fgfr1b
	PDGF signaling pathway	Ehf, Mor, Arhgap1, Kras, Map2k2a, Shc2, Sos1, Rps6ka3b, Elf2b
Cerebellum specific proteins	Wnt signaling pathway	Csnk1g1, Ntla, Gnb3b, Ppardb, Sagb, Siah1, Wnt16, Wnt3, Wnt11, Ppp2ca, Prkchb, Wnt3a, Aes, Gng12a, Ppp2r5eb, Ppp3r1b, Prkcbb, Fzd6
	Gonadotropin releasing hormone receptor pathway	Nab1a, Gnb3b, Vcl, Cga, Jund, Bmpr1aa, Gnao1b, Gnb5b, Per1a, Prkcbb, Rela
	Inflammation mediated by chemokine and cytokine signaling pathways	Gnb3b, Jund, Arpc4, Arpc2, Gnao1b, Myh9a, Gng12a, Pdpk1b, Prkcbb, Rela, Arpc5la
Fin specific proteins	Angiogenesis	Mapk14a, Axin2, Pdgfaa, Hspb1
	Wnt signaling pathway	Mycl1b, Axin2, Wnt11r, Fzd10
	TGF-β signaling pathway	Mapk14a, Ndr1, Acvrl1
Retina specific proteins	Huntington disease pathway	Dync1li2, Dync1li1, Rhoq, Bdnf
	Alzheimer disease-presenilin pathway	Aph1b, Wnt4b, Furina
	Cytoskeletal regulation by Rho GTPase	Cfl1, Rock2a, Myo3a

The primary pathways for core proteins and organ-specific proteins were analyzed using PANTHER, whereby core proteins were identified by taking the intersection sets between each regenerative PPI network, while organ-specific proteins were identified through taking the relative complement set of each regenerative PPI network with respect to the other three PPI networks. The primary pathways for core proteins and organ-specific proteins were different from each other. The primary pathway for core proteins was TGF-β signaling pathway while the primary pathway was different for each organ; consisting of integrin signaling for the heart, Wnt signaling for the cerebellum, angiogenesis for the fin, and the Huntington disease pathway for the retina

In contrast, the primary pathways of the organ-specific proteins of the heart were the integrin signaling and the FGF signaling pathways. 

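The 13 genes of the heart-specific integrin signaling proteins had a median range of 0.60 log2 units over 0 to 3 dpi, at the 11.4th percentile of matched random lists; this was the 26.4th with 50th percentile scaling, the 31.6th with quantile normalization and the 50.4th without scaling. The 11 genes of the FGF signaling proteins had a median range of 0.39, at the 0.28th percentile. This FGF range was 0.73 over all 9 arrays and 1.44 without scaling, where it stood at the 48.6th percentile; the other alternatives put it between the 0.09th and the 11.5th. The 14 genes of the heart-specific gonadotropin releasing hormone receptor pathway had a median range of 0.55, at the 4.91st percentile.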

Integrins are trans-membrane receptors that act as bridges for cell-cell and cell-extracellular matrix (ECM) interactions that result in (transcriptional activation) responses such as regulation of the cell cycle, cell shape, and/or motility. FGF is a family of growth factors, with members involved in angiogenesis, wound healing, embryonic development, and various endocrine signaling pathways.

The primary pathway for cerebellum-specific proteins was identified as Wnt signaling. Wnt signaling has been recognized for its role in embryonic development control, including body axis patterning, cell fate specification, cell proliferation, and cell migration. It was reported that stimulation of Wnt signaling increases the number of neurogenic progenitors, which react to injury by proliferating and generating neuroblasts that migrate to the lesion site to repair damaged tissue in *zebrafish* cerebellum [26, 27].

The primary pathways of the organ-specific proteins for fin regeneration were angiogenesis and Wnt signaling. Angiogenesis is a normal and vital process in growth, development, wound healing, and in the formation of granulation tissue, whereas Wnt signaling has been reported to regulate the nerve reconstruction and blastema cell proliferation in fin regeneration experiments [28, 29].

The disease pathways for Huntington’s disease and Alzheimer’s disease were the primary pathways for the retina specific proteins. These pathways are related to neurons, indicating an influence on the regeneration of optic neurons. These pathways may play important roles during the regeneration processes, and further investigation of the *zebrafish* regeneration mechanism will be discussed in the Discussion section.

## Discussion

### The multi-step recalled-blastema-like formation model for investigating the role of core and organ-specific proteins

In this study, we propose a multi-step recalled-blastema-like formation model and attempt to classify the roles of the primary pathways both in core proteins and organ-specific proteins based on this model. Blastema is generally defined as a group of cells that gives rise to an organ or part in either normal development or regeneration. There is also existing research indicating brain also has blastema-like cells [30], which is the reason we named it “recalled-blastema-like formation”. The first step in regeneration is the injury response step. Generally, the injury response of cells in the wound environment includes cell surface changes that promote adhesion, migration, the formation of different cell/matrix interactions or endothelial shapes, and changes in permeability to enable leukocyte extravasation [31]. The second step is de-differentiation, where blastema can be derived from the de-differentiation of various functional cell types, such as skeletal muscle, dermis, and cartilage [32]. The next step is the recalled-blastema-like formation step. Broadly speaking, fibroblasts from the connective tissue migrate across the injured surface to meet at the center of the wound and then multiply to form a blastema. A blastema is a proliferative mass of morphologically similar cells that can develop into the structures lost after trauma. This characteristic is similar to embryonic development, and could be viewed as embryonic recall occurring in a regenerative process [33]; therefore we named this step the “recalled-blastema-like formation” step, from which the name of our multi-step model, the “recalled-blastema-like formation model”, is derived. The fourth step is the differentiation of recalled-blastema-like formation and pattern formation step. The model whereby blastema tissue differentiates into epithelial, chondrogenic, and osteogenic tissues is highly regarded in studies of wound repair [34]. Pattern formation is the reproducible generation of complex and self-regulating patterns, where Wnt signaling was proposed to play a dual role: as an activator during the process, and as an inhibitor after the process [35]. Although the datasets are limited to within five days after injury and while differentiation and pattern formation might not occur within these five days, we use this step to select candidate proteins for differentiation and pattern formation. The last step is the recovery step, which can be considered the termination step of regeneration.

### The TGF-β signaling pathway provides the vital signal needed to carry out a regenerative response

The TGF-β signaling pathway was identified as the primary pathway among the core proteins. Based on our analysis, we believe that the TGF-β signaling pathway provides one of vital signals needed to carry out the regenerative response, and it is involved in each step of our proposed recalled-blastema-like formation model for the regeneration of all four *zebrafish* organs. 

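Relative to 0 dpi, the 10 genes of the core TGF-β list, among them smad7, smurf2, jun, mapk3, map3k7, smad3a, skib, smad2 and spaw, had a median log2 difference of 0.02 at 0.25 dpi, 0.02 at 1 dpi and 0.13 at 3 dpi. At 0.25 dpi and at 1 dpi, 5 genes were higher and 5 lower. At 1 dpi jun and spaw were at least 2-fold lower. None of the 10 genes was 2-fold higher or lower at 0.25 dpi, and none of the others was at 3 dpi, where spaw was not well above background and a 2-fold fall of spaw is not excluded. The widest range over 0 to 3 dpi was that of jun, 1.44. None of the 10 genes passed an adjusted p of 0.05 over 0 to 28 dpi; the values lay between 0.383 for smad7 and 0.871 for smad2 (limma's moderated F test with Benjamini-Hochberg adjustment).

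**Figure D1:**
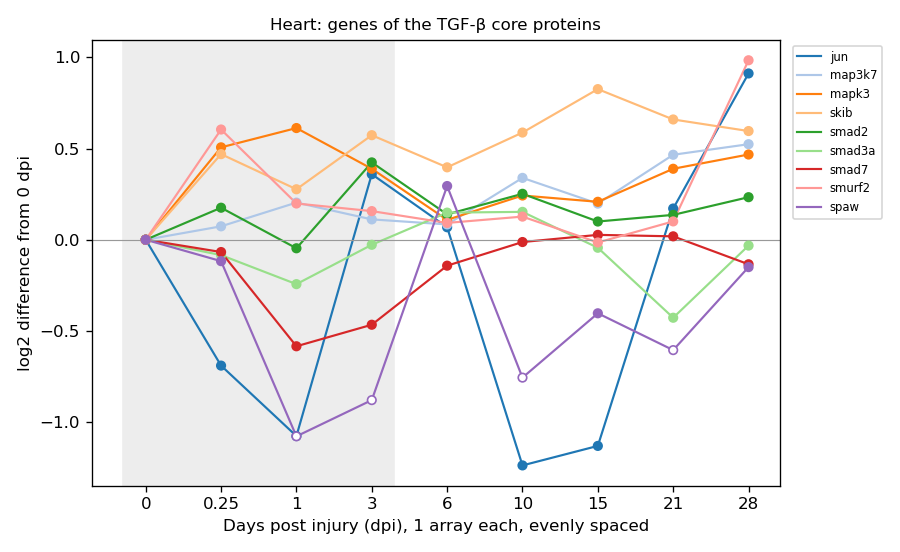
Log2 difference from 0 dpi (vertical axis) of 9 genes of the TGF-β core proteins against days post injury (horizontal axis, evenly spaced), 1 array per time point and 1 line per gene; open circles are not well above background and the gray area marks the arrays of 0 to 3 dpi. At 1 dpi jun and spaw lie at -1.08 and mapk3 at 0.61.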

Members of the TGF-β family identified as core proteins include Smad7, Smurf2, Jun, Mapk1, Mapk3, Map3k7, Smad3a, Skib, Smad2, and Spaw.

Map3k7, which controls cellular functions of transcriptional regulation and apoptosis, was identified as a core protein in all four regenerative core PPI networks. Map3k7 may be crucial to the regeneration of *zebrafish* organs due to its regulation of apoptosis and cell survival [25, 36]. Based on our result, Map3k7 might play a role in preventing wound deterioration through regulation of apoptosis and cell survival as part of the injury response during *zebrafish* organ regeneration (Fig. 2).

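The probe of map3k7, on chromosome 20 from 23669006 to 23669065 of the Zv8 build, was well above background on all 9 arrays. Its log2 difference from 0 dpi was 0.07 at 0.25 dpi, 0.20 at 1 dpi and 0.11 at 3 dpi, each smaller than the technical SD of a difference between 2 arrays. At 28 dpi the difference of map3k7 was 0.52.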

**Fig. 2:**
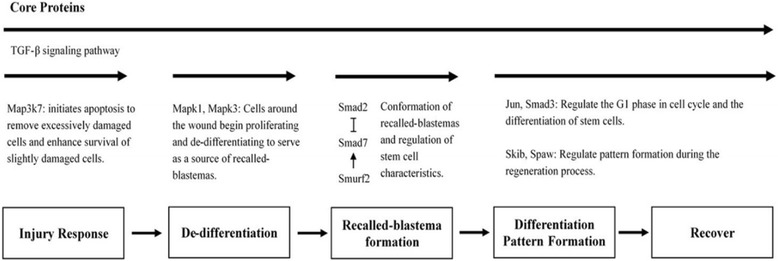
Recalled-blastema-like regeneration strategy in the TGF-β signaling pathway for core proteins. We proposed a multiple-step recalled-blastema-like formation model, including injury response, de-differentiation, recalled-blastema-like formation, differentiation, and pattern formation steps. The length of the arrows in the figure indicates duration of activities during the regeneration process. The TGF-β signaling pathway is the primary pathway identified for core proteins, including Smad7, Smurf2, Jun, Mapk1, Mapk3, Map3k7, Smad3a, Skib, Smad2, and Spaw. Map3k7 removes excessively damaged cells and also augments the survival of slightly damaged cells in the injury response step. In the second step, a source of recalled-blastema-like formation is produced by Mapk1 and Mapk3, which promote proliferation and de-differentiation in undamaged cells, which is induced by impaired tissue. In the third step, Smad2 and Smad7 act as antagonists while Smurf2 promotes the expression of Smad7. They coordinate the accumulation of stem cells and recalled-blastema-like formation to prepare for differentiation and pattern formation in the next step. Jun and Smad3 regulate the G1 phase of the cell cycle and mediate cell fate while Skib and Spaw regulate pattern formation. The last step can be viewed as termination of the regeneration process. TGF-β participates in each step and is predicted to serve as the vital signal needed to carry out the regeneration process

Amongst the regenerative core proteins identified through our regenerative PPI networks, we also observed two other mitogen-activated protein kinases: Mapk3 and Mapk1, also known as Erk1 and Erk2. As the downstream proteins of Map3k7, Mapk3 and Mapk1 participate in the regulation of a large variety of processes including cell adhesion, cell cycle progression, cell migration, cell survival, differentiation, metabolism, proliferation, and transcription [37]. This also indicates that Map3k7 may trigger the regeneration process through TGF-β signaling. The source of stem cells comes from the de-differentiation and proliferation of unimpaired cells, and Mapk1 and Mapk3 have been reported to support the regulation of cell proliferation during liver and nerve regeneration [38, 39]. They have also been reported to mediate de-differentiation of hepatocytes through the epithelial-mesenchymal transition [40]. Both Mapk1 and Mapk3 were observed as core proteins, indicating that, in *zebrafish* organ regeneration, Mapk1 and Mapk3 may play a role in blastema de-differentiation to develop into the structures lost after trauma (Fig. 2).

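The brightest probe of mapk3 lies on chromosome 3 from 23380927 to 23380986 (Zv8 build). Its log2 difference from 0 dpi was 0.51 at 0.25 dpi, 0.61 at 1 dpi and 0.39 at 3 dpi. The 2 probes of mapk3 differed in sign at 3 dpi, the other giving -0.25.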

In the TGF-β signaling pathway, Smad2 and Smad7 are antagonists, and Smurf2 can enhance the expression of Smad7. Smad2 expression within the blastema was increased during tail regeneration in the leopard gecko, while Smad7 regulates blastema formation at the early stage of *zebrafish* fin regeneration, indicating indispensable roles for Smad2 and Smad7 in the *zebrafish* blastema [41, 42]. It was also reported that mice lacking exon 1 of the Smad7 gene exhibited reduced neural stem and progenitor cell quiescence and proliferation in the lateral ventricles, indicating that Smad7 regulates stem cell activity [43]. Thus, Smad7 may act as a regulator for *zebrafish* recalled-blastema-like formation alongside the antagonist Smad2 and enhancer Smurf2; and we speculate that Smad2, Smad7, and Smurf2 play a role in coordinating the formation of the recalled-blastema-like during *zebrafish* organ regeneration.

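On the array, smad7 is measured by 1 probe on chromosome 21 from 2021391 to 2021450, smad2 by 2 probes on chromosome 10 and smurf2 by 1 probe on chromosome 3 (Zv8 build). The log2 difference of smad7 from 0 dpi was -0.07 at 0.25 dpi, -0.58 at 1 dpi and -0.47 at 3 dpi. Without scaling smad7 was at 0.16 at 1 dpi and 0.72 at 3 dpi, through the constant added to every gene of each array. This says nothing about smad7 alone. For smad2 the differences were 0.18, -0.05 and 0.42, and for smurf2 0.60, 0.20 and 0.16. At 3 dpi smad2 was thus above and smad7 below its level at 0 dpi in the scaled values.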

Smad3 and Jun have been reported to participate in the regulation of G1 to S phase cell cycle transitions by maintaining sufficient cyclin D1 kinase activity [44, 45]. Additionally, Smad3 has been reported to co-mediate and control the differentiation of stem cells into T-cells, myofibroblasts, oligodendrocyte progenitors, and others [46]. It was proposed that the regulation of the G1 phase of the cell cycle might affect cell type during the differentiation of human embryonic stem cells [47]. Similarly, the regulation of the G1 phase by Jun indicated that Jun might regulate differentiation ability in *zebrafish.* Consequently, we anticipate that Smad3 and Jun may participate in mediating the differentiation of the recalled-blastema-like into the proper cell types during *zebrafish* regeneration (Fig. 2).

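For jun, 1 probe on chromosome 20 from 14275231 to 14275290 (Zv8 build) gave log2 differences from 0 dpi of -0.69 at 0.25 dpi, -1.08 at 1 dpi and 0.36 at 3 dpi. For smad3a, whose brightest of 4 probes lies on chromosome 7, the differences were -0.08, -0.24 and -0.03, none larger than the technical SD of a difference. The 4 probes of smad3a gave between -0.36 and 0.33 at 3 dpi.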

Skib and Spaw were also identified as core proteins based on our comparisons. We speculate that the biological function of these two proteins might be involved in pattern formation as part of the underlying mechanism for *zebrafish* organ regeneration processes. 

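The brightest of the 2 probes of skib lies on chromosome 11 from 25548143 to 25548202 and the probe of spaw on chromosome 5 (Zv8 build). The log2 difference of skib from 0 dpi was 0.47 at 0.25 dpi, 0.28 at 1 dpi and 0.57 at 3 dpi, and its other probe gave -0.07, -0.18 and 0.22. The probe of spaw was well above background on only 5 of the 9 arrays. Its difference was -0.12 at 0.25 dpi, and at 1 and 3 dpi spaw was not well above background, which leaves it at least 2.11-fold and 1.84-fold lower than at 0 dpi.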

In previous experiments, overexpression of Skib resulted in a dorsalized phenotype while inhibition of Skib led to the loss of head structures during the development of *zebrafish* embryos, demonstrating that Skib can regulate pattern formation [48, 49]. Furthermore, an experiment on the asymmetric development of cardiac morphogenesis in *zebrafish* showed that Spaw is required for a correct left-and-right asymmetry pattern for the migration of cardiac progenitor cells [50]. Increased expression of Spaw also results in looping defects in the *zebrafish* heart [51]. Despite the limitation of the time course microarray data to within three days, these studies provide evidence of the potential roles played by Spaw and Skip in pattern formation by progenitor cells (Fig. 2).

The regenerative functions for these ten proteins indicate the role of TGF-β in the recalled-blastema-like formation during the regeneration process. The distribution of the ten proteins in the TGF-β signaling pathway of the Kyoto Encyclopedia of Genes and Genomes (KEGG) [52] depicted in Fig. 3 shows a significant association with the biological functions for TGF-β, including osteoblast differentiation, neurogenesis, ventral mesoderm specification, induction of apoptosis, regulation of G1 arrest, and left-right axis determination. Based on the analysis above, we believe that the TGF-β signaling pathway plays a crucial role in the regeneration of all four *zebrafish* organs and may provide the common, vital signal needed to carry out a regeneration response drive for *zebrafish* organs. However, we also believe that other important mechanisms exist, which are specific to particular organs during the *zebrafish* regeneration process. This topic will be discussed in the following sections.

**Fig. 3:**
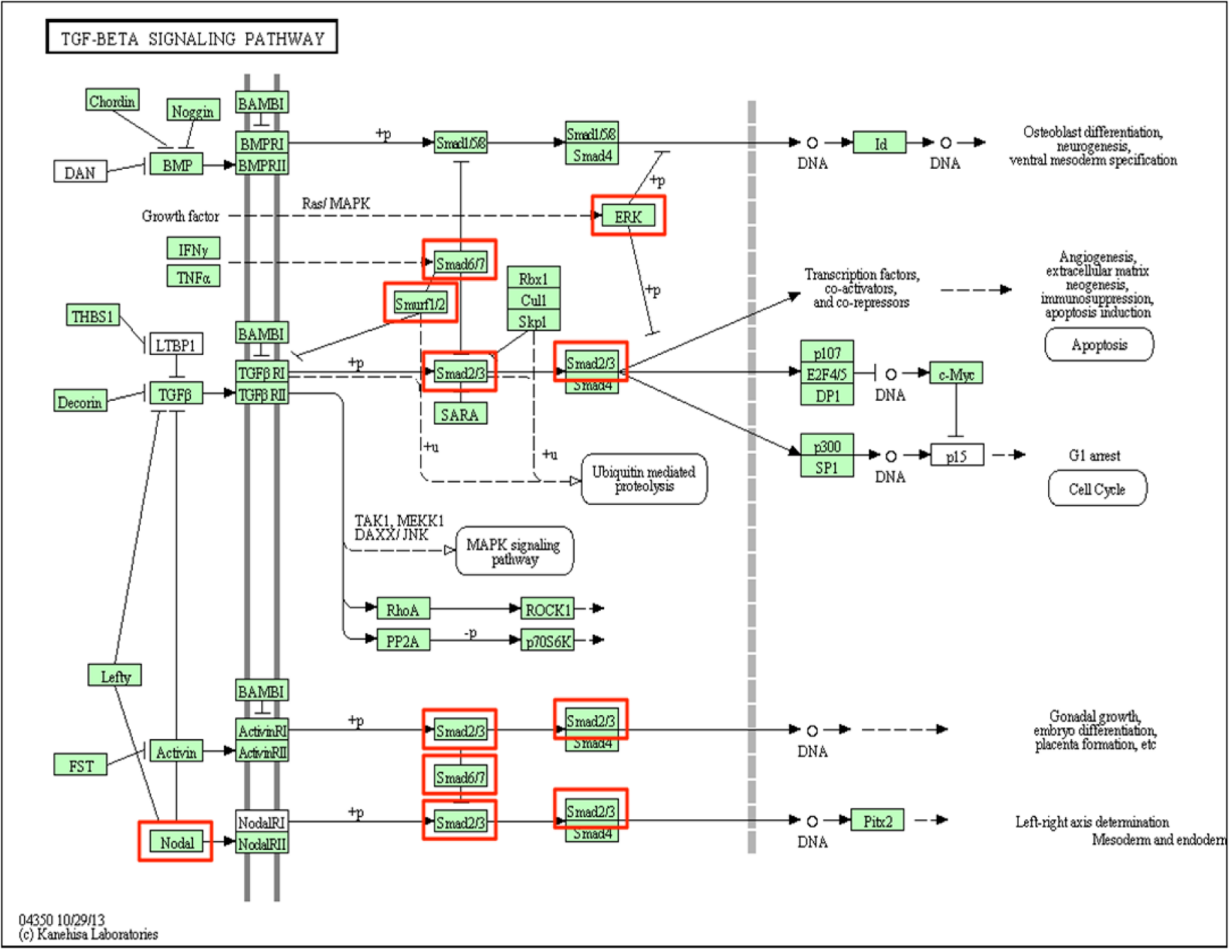
KEGG protein distribution of TGF-β pathway proteins observed among the core proteins. The identified TGF-β signaling proteins were mapped to KEGG. These proteins act as the bridge in the TGF-β signaling pathway, and show significant association with multiple functions in the TGF-β pathway, including osteoblast differentiation, neurogenesis, ventral mesoderm specification, induction of apoptosis, regulation of G1 arrest, and left-right axis determination

### Integrins, PDGF, and FGF regulate binding affinity of fibrin and fibrinogen for rapid hemostasis during zebrafish heart regeneration

The primary pathways of the organ-specific proteins, which were identified in our constructed heart regenerative PPI network and analyzed by PANTHER, are listed in Table 2. Since there is very little information regarding the gonadotropin releasing hormone receptor pathway (which was one of the primary pathway) in heart regeneration studies, we will focus our discussion on the second primary pathway. Another primary pathway enriched in the heart specific proteins was an integrin signaling pathway with 13 proteins: Parvaa, Rras, Map2k2a, Kras, Lamb1a, Rac3a, Tln1, Arl1, Mapk10, Vasp, Lama5, Sos1, and Bcar1. 

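The widest range of the 13 genes over 0 to 3 dpi was that of lama5, whose probe lies on chromosome 23 from 8211415 to 8211474 (Zv8 build). Its log2 difference from 0 dpi was -2.38 at 0.25 dpi, -0.92 at 1 dpi and 0.76 at 3 dpi. The brightest probe of rras, on chromosome 3 from 29671553 to 29671612, gave 0.19, 1.07 and 1.52, and its 3 probes lay between 0.98 and 1.52 at 3 dpi. For vasp, which the current annotation names vaspa, the differences were 0.50, 0.86 and 0.63, while 1 of its 4 probes fell by 0.25 at 3 dpi. At 3 dpi parvaa was 0.76 and rac3a 0.58 above 0 dpi. With the brightest probe of each, the remaining 8 genes differed from 0 dpi by at most 0.69 in size at 0.25, 1 and 3 dpi; the other probe of lamb1a gave -1.77 at 0.25 dpi. The value of 0.69 was map2k2a at 1 dpi, where the mean over its 3 probes was -0.10.

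**Figure D2:**
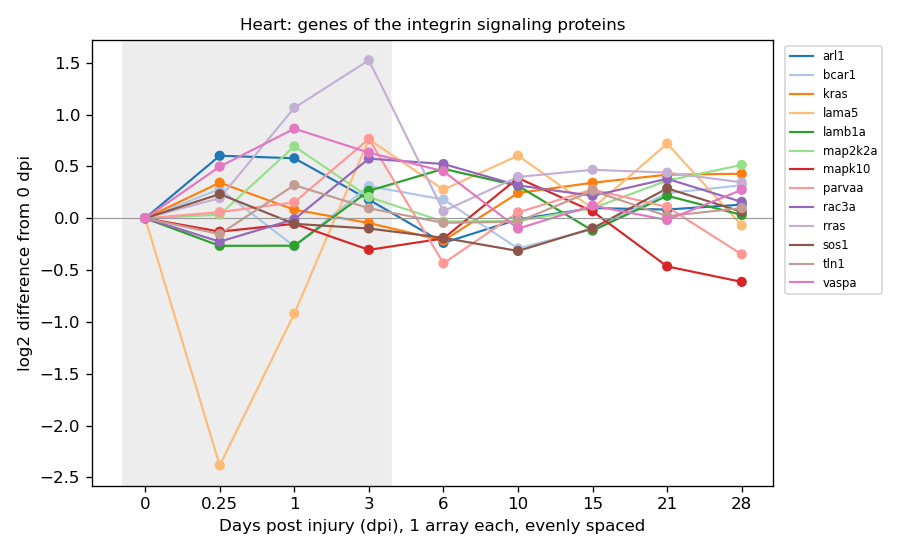
Log2 difference from 0 dpi (vertical axis) of the genes of the 13 heart-specific integrin signaling proteins against days post injury (horizontal axis, evenly spaced), 1 array per time point and 1 line per gene; the gray area marks the arrays of 0 to 3 dpi. The line of lama5 starts lowest, at -2.38 at 0.25 dpi, and that of rras is highest at 3 dpi, at 1.52.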

One of prominent functions of integrins is to regulate the binding affinity of fibrin and fibrinogen for blood platelets. 

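Of the 9 heart-specific PDGF signaling proteins in Table 2, the genes arhgap1, ehf, elf2b, kras, map2k2a, rps6ka3b, shc2 and sos1 were matched to a probe, and no probe could be matched to Mor. Their median range over 0 to 3 dpi was 0.66 log2 units, at the 30.3rd percentile of matched random lists (6.44th with 50th percentile scaling, 3.63rd over all 9 arrays), and their median log2 difference from 0 dpi was 0.18 at 0.25 dpi, 0.19 at 1 dpi and -0.07 at 3 dpi. The gene with the widest range, ehf, was not well above background at 3 dpi. For arhgap1 the differences were 0.36, 0.77 and 0.72, and for rps6ka3b -0.07, -0.32 and -0.73, while its other probe gave 0.48 at 0.25 dpi; without scaling rps6ka3b was 0.46 above 0 dpi at 3 dpi. Over the 11 genes of the heart-specific FGF signaling proteins the median difference was 0.25, 0.03 and 0.20. The receptor gene fgfr1b differed by 0.50, 0.24 and 0.18, and the growth factor gene fgf13b by 0.06, -0.25 and -0.10. The difference of fgfr1b at 0.25 dpi was -0.03 when its 2 probes were averaged, and that of fgf13b at 1 dpi was 0.50 without scaling. The values of rps6ka3b and fgf13b without scaling carry the constant added to every gene of the array. They say nothing about a single gene. The genes kras, map2k2a and sos1 are shared by the integrin, FGF and PDGF lists.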

At the same time, the fibroblast growth factor (FGF) signaling pathway and platelet-derived growth factor (PDGF) signaling pathway were also observed among the organ-specific proteins for the heart regeneration process in our PPI network. FGF and its receptors participate in the regulation of cell differentiation, proliferation, angiogenesis, and survival [53], while the PDGF signaling pathway controls the binding of platelets to fibrin to form clots and stop bleeding [54]. It has been proposed that FGF signaling interacts directly with integrin signaling [55], such that PDGF and FGF may co-regulate binding affinity for fibrin and fibrinogen to allow for rapid hemostasis through the mediation of integrins during heart injury. This might serve as the primary regenerative strategy for heart regeneration during the injury response step (Fig. 4).

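The log2 difference of the fibrinogen gene fga from 0 dpi was -11.05 at 0.25 dpi, -11.24 at 1 dpi and -10.91 at 3 dpi. For fgb, which has 3 probes, the brightest gave -4.86, -5.26 and -5.49, and another fell by 11.13 at 3 dpi. For plg the differences were -9.34, -9.27 and -9.40, and for serpinc1 -8.11, -8.62 and -8.56. The array of 0 dpi carried high levels of liver transcripts, and fga, fgb, plg and serpinc1 were lower than at 0 dpi on all 8 other arrays. The coagulation factor genes f13a1b and f3b differed by 0.44, 1.33 and 1.66 and by -1.91, -1.86 and -1.04. The fall of f3b at 3 dpi became 0.15 without scaling, through the constant added to every gene of that array. Over 6 thrombocyte genes the median difference was 0.08, -0.10 and -0.41. From the role of integrins in the binding of fibrin and fibrinogen, that of PDGF signaling in the binding of platelets to fibrin and an interaction proposed between FGF and integrin signaling, the paper proposes that rapid hemostasis might be the primary strategy in the injury response step of the heart.

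**Figure D3:**
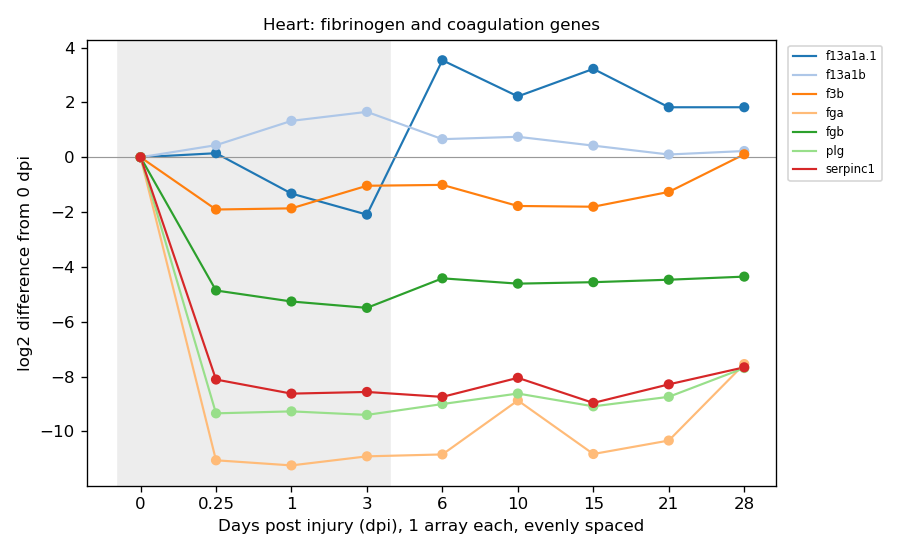
Log2 difference from 0 dpi (vertical axis) of 7 fibrinogen and coagulation genes against days post injury (horizontal axis, evenly spaced), 1 array per time point and 1 line per gene; the gray area marks the arrays of 0 to 3 dpi. The lines of fga, plg, serpinc1 and fgb drop between 0 and 0.25 dpi and stay low at 28 dpi, with fga at -7.54.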

**Fig. 4:**
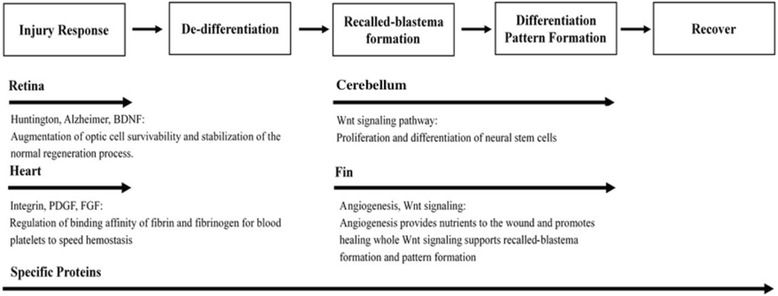
Regeneration strategy of proteins specific to the heart, cerebellum, fin, and retina in the recalled-blastema-like regenerative model. In heart-specific proteins, Integrin, PDGF, and FGF co-regulate binding affinity of fibrin and fibrinogen for platelets to speed hemostasis in the injury response step. In cerebellum-specific pathways, Wnt signaling promotes formation of the recalled-blastema-like formation via Wnt3 and participates in the regulation of neuronal differentiation and cerebellum structure via Wnt3a and Ppp2ca. For fin-specific proteins, it was observed that angiogenesis provides nutrition to promote the recalled-blastema-like formation and pattern formation through Wnt signaling. In retina-specific proteins, Bdnf enhances optic cell survivability and stabilizes the regeneration process. These proteins may trigger differentiation and de-differentiation processes for the zebrafish regeneration process

### The Wnt signaling pathway improves proliferation and differentiation of neural stem cells in cerebellum

The Wnt signaling pathway was identified to be the main pathway for cerebellum-specific proteins including Wnt3, Wnt3a, Wnt11, Wnt16, Siah1, Ppp2ca, Gng12a, and Fzd6 (Table 2). Wnt3 expression is positively correlated with the proliferation of neural stem cells, promoting neuron proliferation [56]. The promotion of neural stem cell proliferation by Wnt3 indicates the formation of the recalled-blastema-like, and can be classified in the recalled-blastema-like formation step of the regenerative model, as shown in Fig. 4. Siah1 has been reported to be involved in the CNS injury response [57]. Wnt3a is required for the formation of cerebellum structures and participates in the regulation of cerebellum structure, indicating that it has a role in pattern formation in the proliferating blastema, while Ppp2ca participates in the differentiation of neural stem cells [56, 58]. These cerebellum-specific proteins can be classified into the differentiation and pattern formation steps of the recalled-blastema-like regenerative model (Fig. 4), and provide potential targets for the investigation into cerebellum regeneration. These neuron-related studies support the possibility that the Wnt signaling pathway plays an essential role in cerebellum regeneration. Overall, the focus of the regeneration strategy of the cerebellum may be on the proliferation of neural stem cells and the following differentiation and pattern formation of injured tissue through Wnt signaling.

### Angiogenesis provides nutrients and promotes the healing of wounds while Wnt signaling supports the recalled-blastema-like formation and pattern formation during zebrafish fin regeneration

In the case of *zebrafish* fin regeneration, the primary pathway enriched in organ-specific proteins was angiogenesis, and this included Mapk14a, Axin2, Pdgfaa, and Hspb1 (See Table 2). One of the angiogenesis proteins, Mapk14a, known as p38a, has been reported to regulate the differentiation of myoblasts, prevent fibrosis, and to improve and repair muscles [59]. Skeletal muscle differentiation was shown to be mediated by both the muscle-specific transcription factor myogenin and Mapk14a [60]. Without Mapk14a signaling, myogenin may lead to the down-regulation of genes involved in cell cycle progression [60]. Another identified organ-specific protein, Axin2, is involved in cell differentiation and the regulation of osteoblast differentiation. Additionally, Pdgfaa was shown to participate in the positive regulation of cell proliferation and migration [61]. It has been reported that the release of Pdgfaa greatly promotes the effective recruitment of human mesenchymal stem cells [62]. Overall, Mapk14a and Axin2 co-regulate the regeneration of bone and muscle, while Pdgfaa accelerates these processes through the recruitment of stem cells. These proteins can be classified in the recalled-blastema-like formation and pattern formation steps of our recalled-blastema-like regeneration model (Fig. 4).

### Bdnf augments the survivability of optic cells and stabilizes the retina regeneration process

The primary pathway of organ-specific proteins in the retina PPI network is the Huntington’s disease pathway. Bdnf, which is a member of neurotrophin growth factor family and part of the Huntington’s disease pathway, helps support the survival of existing neurons as well as encouraging growth and differentiation in neurons and synapses, both in the CNS and PNS [63, 64]. An experiment into the axonal regeneration of retinal ganglion cells indicated that Bdnf promotes short-term cell survival after optic nerve injury [65], indicating the essential role played by Bdnf in retinal regeneration. Another pathway enriched in the retina-specific proteins was the Alzheimer’s disease-presenilin pathway. Both Alzheimer’s disease and Huntington’s disease are neuron-related diseases and the expression of neurodegenerative disease-related proteins may represent a progressive loss of structure or function in neurons, such as neuron death [8]. Given that the upregulation of these neurodegenerative pathways might have a negative effect on the neuron regeneration process and cause secondary damage to neural systems, the activation of Bdnf in retina-specific proteins may indicate the importance of preventing such secondary damage in neurons during *zebrafish* retina regeneration. It has been reported that Bdnf promotes and stabilizes the morphological maturation of retinal axonal arbors by influencing both the synapses and axon branches, indicating that Bdnf also helps stabilize the retina regeneration process [66]. Consequently, the primary regenerative strategy of retina-specific proteins may be to prevent secondary damage to the retinal neurons and to augment the survival of optic cells during the injury response step (Fig. 4).

### Bioinformatics insights and a regenerative strategy inferred from core and organ-specific proteins of the regenerative processes of the organs and appendages of zebrafish

In summary, TGF-β signaling, which is the primary pathway observed in the core proteins, provides the vital signal for the regeneration of all four organs. TGF-β signaling participates in each stage of the recalled-blastema-like formation model and plays various roles during the regeneration process. On the other hand, Mapk3k7 is the upstream of Mapk1 and Mapk3 in the injury response step, and it may serve as the primary trigger for TGF-β signaling in the regeneration process. For organ-specific proteins, we also observed rapid hemostasis through the co-regulation of integrins, PDGF, and FGF in heart-specific proteins during the injury response step. For cerebellum-specific proteins, Wnt signaling participates in neural stem cell proliferation through mediation by Wnt3 and differentiation by Ppp2ca. For fin-specific proteins, both Mapk14a and Axin2 regulate the differentiation of myoblasts and osteoblasts. By conducting the analysis using our recalled-blastema-like formation model, we provided a model to explain the proteins, interaction and their roles in regeneration process of *zebrafish*. Moreover, these proteins could be used as targets for further study into the underlying mechanism of *zebrafish* organ regeneration.

## Methods

### Zebrafish husbandry & ethics statement

*Zebrafish* were maintained based on the guidelines described in the Zebrafish Book. *Zebrafish* were reared at a density of about 50 fish per 10 l of water in individual tanks connected to a circulating water system (AZOO, Taiwan); the water temperature was maintained at 28.5 °C.

Experimental procedures were performed in accordance with Institutional Animal Care and Use Committee (IACUC) number 09808 and approved by the Committee for the Use of Laboratory Animals at National Tsing-Hua University.

### Ventricular resection

Test subjects were first anesthetized using a mixture of MS-222 (Sigma-Aldrich) and isoflurane (Baxter), to allow for faster recovery and achieve a higher success rate after surgery. Micro-scissors were used to create a small incision and then quickly push out the beating heart; about 10%~ 20% of the ventricular apex was amputated before the fish were returned to water for recovery (Fig. 5).

**Fig. 5:**
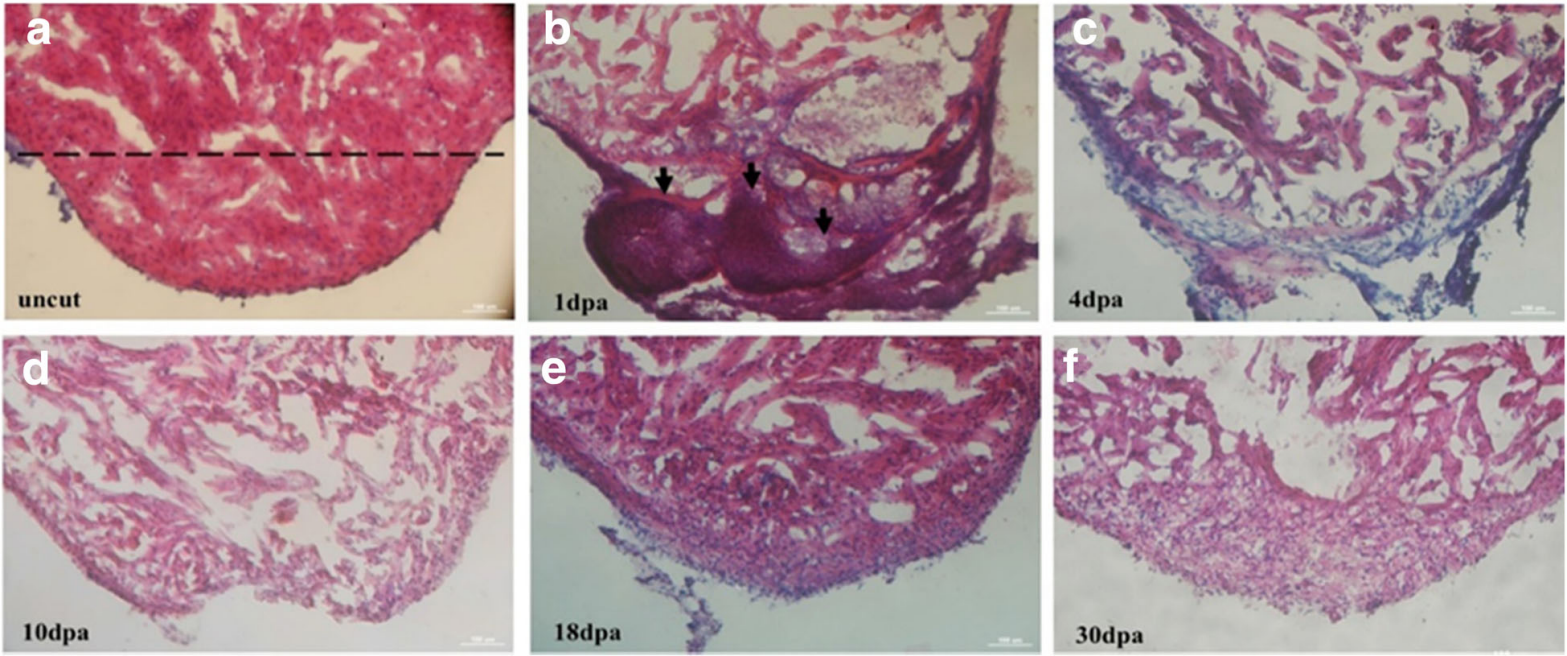
Different phenotypes of injured zebrafish heart. The stages of heart regeneration after amputation arranged by day, including (**a**) uncut, (**b**) 1 dpa, (**c**) 4 dpa, (**d**) 10 dpa, (**e**) 18 dpa, and (**f**) 30 dpa. The dashed line represents the line of amputation during surgery and is about 10–20% of the ventricular apex. Scar bar at the lower right corner indicates 100 uM in length

### Heart collections

For the heart collections, total RNA were extracted from the ventricles using Trizol reagent and dissolved in reagent-grade water (Sigma-Aldrich). The mRNA samples were then sent to a specialized commercial microarray service company (Welgene Biotech, Taiwan) for subsequent sample processing and data collection. Co-respondent time point contains 10 hearts from the test subjects to provide an averaged gene expression profile of the group. All time points were analyzed systematically as described in the text.

### Microarray and data analysis

Three sets of 10 fish were used. Each fish in each group was injured by ventricular resection from day 0 to 28, respectively. These injured fish were collected at 0, 0.25, 1, 3, 6, 10, 15, 21, 28 dpi (day post injury). 1.65 μg of Cy3 cRNA for *zebrafish* array was fragmented to an average size of about 50–100 nucleotides by incubation with fragmentation buffer at 60 °C for 30 min. Each time points contain two biological repeats.

## Conclusions

Regenerative medicine may one day allow us to replace, engineer or regenerate human cells, tissues or organs to restore or establish normal function. With the help of high-throughput data and systems biology methodology, we hope to unravel the fundamental mechanism of organ regeneration for zebrafish, which may lead to further breakthroughs in regenerative medicine. In this study, we use regression dynamic model to identify interaction ability of PPIs to construct four regenerative PPI networks. Dynamic regenerative PPI network construction captures activated pathways based on experiment data through applying AIC to select significant PPIs. We use the intersection set between four zebrafish regenerative PPI networks to identify core PPI proteins and the corresponding core PPI networks for each organ. Furthermore, we use the difference set to identify crucial proteins that are specific to a particular organ regeneration. After applying pathway analysis on core and specific proteins, we identified TGF-β signaling for core proteins, integrins for heart specific proteins, Wnt signaling for brain specific proteins, angiogenesis for fin specific proteins, and Bdnf for retina specific proteins. Furthermore, we proposed a multi-step recalled-blastema-like formation model to classify these pathways to uncover the underlying mechanism for zebrafish organ regeneration.

In this study, microarray data for all four zebrafish organ regeneration were used to constructed regenerative PPI networks and to extract core and specific proteins. The accuracy of our constructed regenerative PPI networks can be further improved if more data are available. For instance, protein expressions used here are overlaid by mRNA expression. If high-throughput proteomic data on zebrafish organ regeneration were made available in the future, we will be able to construct regenerative PPI networks with improved accuracy. Furthermore, PPI information for zebrafish is derived from ortholog to human PPI. The integrated zebrafish PPI information based on real experiments can also be a crucial improvement on the construction of regenerative PPI networks. In addition, next generation sequence (NGS) would provide more comprehensive information such as description of the locations of histone post-translational modifications and DNA methylation genome-wide. It also has higher resolution for visualizing in the genome epigenetic marks. An integrated cellular network of transcription regulations and PPI networks based on NGS and high-throughput proteomics can better equip us for further investigation on zebrafish organ regeneration.

How the deposited data were processed for this re-analysis (not part of the article)

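Heart RNA was measured on 9 one-color (Cy3) Agilent zebrafish arrays, 1 per time point. The paper used those of 0, 0.25, 1 and 3 dpi, and the others are of 6, 10, 15, 21 and 28 dpi. The 0 dpi array is labelled as the control and was taken as uninjured. Samples were assigned to time points from their labels and the paper. Cerebellum, fin and retina arrays were not analysed here, and neither was the yeast RNA that the series text mentions. The PPI lists of the supplementary files were not used here.

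The authors deposited the spot intensity of each array as Feature Extraction wrote it, background-subtracted and detrended within the array, with a flag for spots well above background, and a table of the whole series with the same intensity rounded. Neither is scaled between arrays. From these, spots of control probes and spots with an outlier flag were left out and spots of the same probe were averaged. Each array's processed signal was divided by its 75th percentile over all gene probes, and log2 was taken. No spot was saturated. The signal was well above background for 86.4% to 93.5% of the spots, and the number of arrays, 1 per time point, limits the precision.

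Probes were named by their accession through the NCBI RefSeq gene table of the GRCz12tu assembly (18191 probes), by the current symbol in the files (1043), by an older symbol (523) or by the name in the files alone (943), and 22903 probes had no gene name. For 33 probes the accession and the symbol in the files name different genes, and the accession was used. The coordinates are those of the array design, on the Zv8 build. A gene was represented by its brightest probe over the 9 arrays. Other probes of a gene can differ from it, and the text gives them for some of the genes only.

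Probes changing over 0 to 28 dpi were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, moderated F test of a natural cubic spline with 3 degrees of freedom in log2 of 1 plus the day), and a trend over 0 to 3 dpi with a straight line in the same time scale. Both used Benjamini-Hochberg adjustment at 0.05 and probes well above background on at least 1 array. Genes at least 2-fold higher or lower than at 0 dpi were counted where the brighter array was well above background, without a test. A gene list was described by the median over its genes of the range over 0 to 3 dpi and by the percentile of this median among 10000 random lists matched on mean expression. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for these steps. The genes named are all genes of the lists, the 5 with the largest rise and fall at 0.25, 1 and 3 dpi among genes well above background on both arrays, and the 5 with the largest moderated F; the gene with the largest rise at each later time point was added after its values were seen. The lists are the paper's core and organ-specific pathway proteins and heart hub proteins, and lists of TGF-β ligands and receptors, fibrinogen and coagulation, thrombocyte, cardiomyocyte, erythrocyte, neutrophil, macrophage, extracellular matrix, epicardium, cell cycle, immediate early and liver genes, all written before the values were seen. A skeletal muscle list was written after the largest rises had been seen, without the genes seen there. Of 290 list entries, 35 had no matching probe. Some single genes of the lists are not reported here by name; they are part of the values over their lists. A gene was looked up by its symbol or its name in the files; a match of gp9 through an older symbol led to another gene and was dropped.

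The paper's regression model and AIC selection were applied to 500 randomly drawn genes with 4 randomly drawn partners each, using a cubic spline with 20 points. Each of these steps was tested on simulated data. In the test data for limma, 200 of 41584 probes changed by 4 log2 units, one way and straight in the time scale of the fits. The spline test called 93% of them with 11 false calls and the straight line 82.5% with 13. Changes that come and go were not simulated. In the simulated pair of arrays, all 186 changed genes well above background passed 2-fold and no other gene did. The simulated noise was below the technical SD of a difference, and the changes of 2 log2 units lay far from the cutoff. This outcome was therefore fixed in advance. It checks the counting only and does not give the rate of false calls between real arrays. In the simulated regression, the AIC selection kept 100% of the true partners and 21.5% of the false ones. Its genes had 20 independent points with noise. The real curves had 4 measured points interpolated to 20, and each was fitted exactly. These shares therefore do not carry over to the real arrays.

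The alternatives were the 50th percentile, the 75th percentile over probes well above background on all 9 arrays, quantile normalization, no scaling, normexp background correction with an offset of 50, the series table in place of the scanner values (scaled here to its 75th percentile), other filters on dim probes, another variance prior, Bonferroni correction, other time scales, splines with 2 or 4 degrees of freedom, slide as a block, leaving out each array, the mean over a gene's probes, all 9 arrays in place of 4, and other settings of the regression. A value without a test was called moved when it changed by more than the technical SD of a difference, 0.25 log2 units.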

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

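The arrays of 6, 10, 15, 21 and 28 dpi were deposited but not used to build the network. The slide test on muscle genes was chosen only after the result was seen, as were the genes named here as largest rises and the skeletal muscle list, which leaves out the genes seen before.

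All 5 later arrays differ from 0 dpi in data the paper did not analyse. At least 2-fold higher than at 0 dpi were 615 genes at 6 dpi, 575 at 10 dpi, 490 at 15 dpi, 426 at 21 dpi and 367 at 28 dpi, and at least 2-fold lower were 733, 628, 649, 948 and 784. Without replicates these counts were not tested, and the 345 genes that are lower on all 8 other arrays than at 0 dpi are part of each count of lower genes. The largest rise among genes well above background on both arrays was in enam at 6 dpi (log2 difference 6.57), in tnni2b.2 at 10 dpi (5.30), 15 dpi (6.80) and 21 dpi (7.16), and in jdp2b at 28 dpi (3.62). The counts depend on the processing: with the 50th percentile, 365 genes were higher and 891 lower at 6 dpi, and without scaling 3837 were higher and 357 lower at 10 dpi. With normexp background correction fewer genes were higher, 246 at 6 dpi, 327 at 10 dpi, 295 at 15 dpi, 240 at 21 dpi and 194 at 28 dpi. The cause of these changes was not tested. No explanation was tested for enam and jdp2b.

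Several of the largest rises at 10, 15 and 21 dpi are in genes of fast skeletal muscle, such as tnni2b.2 and tnnt3b. Over the skeletal muscle list, of which 15 of 22 genes could be matched, the median log2 difference from 0 dpi was 0.47 at 6 dpi, 0.46 at 10 dpi, 0.49 at 15 dpi and 0.76 at 21 dpi, when the median over all genes was 0.15, 0.09, 0.12 and 0.11. At 21 dpi, 13 of the 15 genes were higher than at 0 dpi. All 15 genes of this list are also well above background in the 0 dpi heart, the most abundant being eno3 and acta1b, which were 0.19 and 0.14 lower at 21 dpi; their high level in the heart would hide a small addition. A difference between slides as the whole source is argued against by the arrays of the second slide, which holds both 3 and 15 dpi. The log2 difference of tnni2b.2 from 0 dpi was -0.65 at 3 dpi and 6.80 at 15 dpi, and the list was higher at 15 than at 3 dpi by a median of 0.95, with 15 of 15 genes higher. The median of the list is less than the several log2 units that had been set against slides, which the genes first seen do reach. Skeletal muscle RNA carried into the later samples, from tissue near the heart, is a candidate source, and 13 of 15 genes of a list that held none of the genes first seen is what it needs. Expression of these genes in the regenerating heart itself, a biological explanation that the time points would allow, stays open and was not tested.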

How the results depend on the processing

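The alternatives were set before the data were examined, except the reference made from the 6 to 28 dpi arrays and the counts at an unadjusted p, which were chosen only after the result was seen.

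The limma test of a spline over 0 to 28 dpi called 0 probes. It called 2 with 50th percentile scaling, 2 with quantile normalization, 16 with normexp background correction, 5 with only probes well above background on every array (35913 probes tested), 4 with eBayes with an intensity trend and robust prior, and 5 with the rank of the time point. With 1 array left out at a time, the count lay between 0 and 15: it was 15 without the 0 dpi array, 2 without the 28 dpi array and 0 without any other. All other alternatives of this test, slide as a block and Bonferroni correction among them, gave 0. At an unadjusted p under 0.05 the count was 5657. The trend over 0 to 3 dpi gave 0 probes under every alternative with an adjusted p and 4195 at an unadjusted p under 0.05. Apart from the smaller number of probes tested under the filter, the cause of these changes was not tested.

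Counts of genes past 2-fold at 0.25, 1 and 3 dpi stayed within 1.5 times of the reported count under all alternatives except no scaling and the later arrays as reference. With no scaling, 5110 genes were higher and 503 lower at 1 dpi, and 8616 were higher and 391 lower at 3 dpi. By its construction this setting adds the brightness of the whole array. The median log2 difference of all genes from 0 dpi was then 0.77 at 1 dpi and 1.18 at 3 dpi. With the median of the 6 to 28 dpi arrays as reference, 672 genes were lower at 1 dpi in place of 1045 and 773 at 3 dpi in place of 1283. Within 1.5 times, the share of higher genes among those called at 3 dpi still moved from 45.6% to 60.7% with 50th percentile scaling (1523 higher and 988 lower) and to 55.6% with quantile normalization.

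The median range over 0 to 3 dpi without scaling was 1.32 for the TGF-β list, 1.5 for the integrin list, 1.44 for the FGF list, 1.19 for the PDGF list and 1.60 for the heart hub list, again with the brightness of the arrays in it. Over all 9 arrays the range of the FGF list was 0.73 and that of the heart hub list 1.19. More arrays also widen the range of the matched random lists, whose median over 9 arrays was 1.04 and 0.99, and the percentile among them moved from 0.28 to 2.54 for the FGF list and from 48.4 to 83.0 for the heart hub list; the cause was not tested. The other alternatives moved the 5 medians by less than the technical SD of a difference. The share of random partners kept by AIC, 57.5% (95% exact binomial interval 55.3% to 59.7%), became 53.2% with a natural spline, 61.8% with all 9 arrays, 79.2% with 2 partners, 25.6% with 8 partners and 50.0% without constraints, and stayed in the interval with 10 or 40 points and on the linear scale. Without constraints the fit is exact with any 2 of the 4 partners, so that 50.0% is fixed by construction; for the other settings the cause was not tested.

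Of the log2 differences of the genes named, 5 of at least 1 in size changed sign. Without scaling, enam at 3 dpi became 0.11, f3b at 3 dpi 0.15 and gp1bb at 3 dpi 0.13, which is fixed by construction, since every gene of that array shifts by the same 1.19. With normexp, mybpc2a at 1 dpi became -0.068 and scpp8 at 3 dpi -0.10; the cause was not tested. Of 310 differences per setting, 118 moved by more than the technical SD with normexp, 77 with the mean over a gene's probes and 33 with quantile normalization, and 0 with each of the others that scale the arrays. The 207 that moved without scaling are those of 1 and 3 dpi, all shifted by the constant of their array. No paired analysis was possible because each time point has 1 array. Signal over background limits genes such as spaw and ehf, which were not well above background on some arrays.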

Differences from the paper's values

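The count at an unadjusted p was chosen only after the result was seen.

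The paper gives 26,568 proteins as the pool selected for heart by ANOVA with Bonferroni correction. Here limma's spline test over 0 to 28 dpi called 0 probes at an adjusted p of 0.05, and 0 after Bonferroni correction. Under all alternatives set before the data were examined the count lay between 0 and 16 probes, so none of them reached the paper's number. The 2 numbers do not count the same thing, proteins in the paper and array probes here. The tests differ too, an ANOVA in the paper and a curve over 9 single arrays here, 5 of them not used by the paper. Even for steady simulated changes of 2 log2 units, the spline called 24% of the probes. A low count here is therefore no check of the paper's number. At an unadjusted p under 0.05, 5657 probes were called, which is also below the paper's number.

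The hub ranks and the core and specific proteins come from the networks and were not recomputed here. The paper states 2 biological repeats per time point, and the arrays analysed here are 1 per time point.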

Other observations

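The tests of the time order at an unadjusted p, of array scaling against the genes high at 0 dpi, of the 6 to 28 dpi arrays as reference and of the spike-in controls were chosen only after the result was seen.

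The array of 0 dpi carries transcripts of liver genes. At 0 dpi 345 genes were at least 2-fold higher than on all 8 other arrays, and 90 were at least 5 log2 units higher. With each other array taken in turn, at most 148 genes (0.25 dpi) were 2-fold higher than on all others, and at most 1 was 5 log2 units higher. The median log2 difference of the 10 matched genes of the liver list from 0 dpi was -7.12 at 0.25 dpi, -7.53 at 1 dpi, -7.30 at 3 dpi, -6.98 at 6 dpi, -5.85 at 10 dpi, -7.13 at 15 dpi, -7.25 at 21 dpi and -5.91 at 28 dpi. Abundant members such as fabp10a (-12.06 at 0.25 dpi) and apoa2 (-13.33) lead the falls at that time point. Of the 7 members not among the largest falls, 6 were higher at 0 dpi than on all 8 other arrays. The exception is apoa1b, not well above background at 0, 0.25 and 1 dpi and well above it on the 6 other arrays, with a difference of 1.51 at 10 dpi as a bound. The files give the probe of apoa1b the name gip, and which of these genes it measures was not settled. Liver RNA in the 0 dpi sample, for instance from tissue taken with the heart, is therefore a candidate source, and 6 of 7 is what it needs. Of the 10 genes, 8 are well above background at 3 dpi and 10 at 28 dpi, so the other arrays carry low levels too. A scaling error is argued against by the values without scaling, where the median of the liver list was at least 5.15 lower on each other array than at 0 dpi (-5.15 at 10 dpi) while the median over all genes rose by at most 1.18, and a tissue other than heart by the cardiomyocyte list, whose median differed by at most 0.59 in size (-0.59 at 1 dpi). A change of these genes in the heart after injury stays open for the genes that the heart itself expresses.

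Genes of the liver list add to the count of lower genes: 9 of the 10 were at least 2-fold lower at 3 dpi, and 345 of the 1283 genes lower at 3 dpi (26.9%) were at least 2-fold lower on all 8 other arrays than at 0 dpi. How much of the count liver transcripts make up stays undecided. With the median of the 6 to 28 dpi arrays as reference, 773 genes were at least 2-fold lower at 3 dpi in place of 1283, which is neither under the share set as a sign of the liver transcripts nor over the share set against it. Liver transcripts as the source of the difference and other differences between the reference arrays cannot be told apart here.

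The order of the arrays was shuffled 100 times, the real order included. All 100 orders reach the 0 probes called over 0 to 28 dpi, but any order reaches a count of 0, so this comparison could not come out otherwise and decides nothing about chance for the adjusted count. At an unadjusted p under 0.05, 1 of 100 orders, the real one, reached 5657 probes, and the median over the orders was 1827, so chance can be excluded for the unadjusted count. Time and slide run together on these arrays, however. With slide as a block and the order shuffled only within slides, 39 of 100 orders reached the real count of 2726, so differences between slides may account for the unadjusted count as well as time does.

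The AIC selection kept 57.5% of 2000 partners drawn at random from the array for 500 genes, each of which was fitted exactly. Partners made of random numbers were kept at 56.4%. A spline of this kind through 4 points is a single cubic curve. Self, basal level and a few partners therefore fit it exactly by construction. Every fit to random numbers was exact too, so unrelated curves do fit here. The test could not come out otherwise, and its share of 56.4% is no separate evidence. Interpolation cannot be told apart here from the small number of points. With all 9 arrays the share of partners drawn from the array was 61.8%, so it did not fall with more measured time points. Too few time points as the cause stays undecided, since the fits with 4 arrays were exact and those with 9 were not. The network of the paper was not used here, and no biological explanation was tested.

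The unscaled signal rose at 3 dpi by 1.19 log2 units (75th percentile of the gene probes), while the 10 spike-in controls rose by a median of 0.62 and by at most 0.80. Labelling, hybridization or scanning, which the controls share, does not account for the whole rise, since all 10 rose by less; a part of it stays open, and so does the amount of RNA in that sample, which was not tested.

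The median range over 0 to 3 dpi of the other lists follows as values, each with its percentile among matched random lists. It was 0.68 log2 units (33.1) for the cerebellum Wnt list, 0.74 (42.0) for the cerebellum gonadotropin releasing hormone list, 0.92 (77.0) for the cerebellum inflammation list, 0.86 (62.8) for the fin list, 0.85 (61.1) for the retina list, 1.05 (86.8) for TGF-β ligands and receptors, 1.02 (88.8) for the cardiomyocyte list, 0.67 (29.8) for the erythrocyte list and 0.75 (43.3) for the thrombocyte list. It was 4.84 (percentile 100) for the neutrophil list, 2.02 (99.9) for the macrophage list, 3.41 (100) for the extracellular matrix list, 1.80 (99.5) for the epicardium list, 2.77 (100) for the cell cycle list, 1.78 (99.97) for the immediate early list, 4.22 (100) for fibrinogen and coagulation, 7.69 (100) for liver and 0.88 (75.9) for skeletal muscle. The neutrophil list had a median difference from 0 dpi of 4.84 at 0.25 dpi, 2.48 at 1 dpi and 0.95 at 3 dpi. Of its 8 genes 5 were matched, so each median is the value of a single gene. At 0.25 dpi all 5 were higher but by unlike amounts: mmp13a by 7.71, mmp9 by 7.04 and mpx by 1.24. The 4 probes of mpx lay between -2.23 and 1.24 there. The median is thus no measure of neutrophils. The cell cycle list had medians of -0.26, 1.89 and 2.40, and the extracellular matrix list -1.03, 0.76 and 2.34. The immediate early list stood at -1.24 at 10 dpi and -1.07 at 15 dpi and at 0.91 at 28 dpi. These lists share genes with each other only in part, and jun is in both the TGF-β core list and the immediate early list.

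The 5 genes with the largest moderated F over 0 to 28 dpi were f5 (adjusted p 0.109), hamp (0.109), ccne2 (0.169), atp2b1b (0.169) and cyp24a1 (0.169), none under 0.05 in limma's test with Benjamini-Hochberg adjustment. For f5 the log2 difference from 0 dpi was -1.04 at 0.25 dpi, -2.60 at 1 dpi and -4.60 at 3 dpi, and between -3.67 and -4.52 from 6 to 28 dpi. The genes f5, hamp, atp2b1b and cyp24a1 were lower than at 0 dpi on all 8 other arrays.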
